# Extracellular Vesicles From Liver Progenitor Cells Downregulates Fibroblast Metabolic Activity and Increase the Expression of Immune-Response Related Molecules

**DOI:** 10.3389/fcell.2020.613583

**Published:** 2021-01-12

**Authors:** Felix Royo, Mikel Azkargorta, Jose L. Lavin, Marc Clos-Garcia, Ana R. Cortazar, Monika Gonzalez-Lopez, Laura Barcena, Hernando A. del Portillo, María Yáñez-Mó, Antonio Marcilla, Francesc E. Borras, Hector Peinado, Isabel Guerrero, Mar Váles-Gómez, Unai Cereijo, Teresa Sardon, Ana M. Aransay, Felix Elortza, Juan M. Falcon-Perez

**Keywords:** extracellular vesicles (EVs), exosomes, MLP29, fibroblast, cell crosstalk, immune response

## Abstract

Extracellular vesicles (EVs) mediate cell-to-cell crosstalk whose content can induce changes in acceptor cells and their microenvironment. MLP29 cells are mouse liver progenitor cells that release EVs loaded with signaling cues that could affect cell fate. In the current work, we incubated 3T3-L1 mouse fibroblasts with MLP29-derived EVs, and then analyzed changes by proteomics and transcriptomics. Results showed a general downregulation of protein and transcript expression related to proliferative and metabolic routes dependent on TGF-beta. We also observed an increase in the ERBB2 interacting protein (ERBIN) and Cxcl2, together with an induction of ribosome biogenesis and interferon-related response molecules, suggesting the activation of immune system signaling.

## Introduction

Extracellular vesicles (EVs) play an important role in cell-to-cell communication by interchanging messages between cells through their cargo and surface proteins (Fatima and Nawaz, 2017). Among their cargo, there are bioactive molecules capable of stimulating regenerative programs in damaged tissues (Fatima et al., 2017). In that regard, different types of EVs playing a role in liver regeneration and with anti-fibrotic effect have been described. Mesenchymal stem cell (MSC)-derived EVs mediate tissue regeneration in liver fibrosis (Katsuda and Ochiya, 2015; Damania et al., 2018). Moreover, they facilitate the recovery after ischemia in cardiac tissue, shortening the wound healing time, and reducing scar formation by modulating cellular migration, proliferation, and collagen synthesis (Zhao et al., 2015).

Liver stem cells constitute another population that secrete EVs with regenerative effects. Liver stem cell-derived EVs ameliorated renal function and morphology (Herrera Sanchez et al., 2014) and favor liver regeneration after hepatectomy in rats (Herrera et al., 2010) and after liver damage induced by non-alcoholic steatohepatitis (NASH; Bruno et al., 2020). They also show anti-tumoral effects (Brossa et al., 2020) and effectively reduce liver injury during hypoxic conditions created by normothermic machine liver perfusion associated to liver transplant, suggesting that liver stem cell-derived EVs can be employed to improve transplantation techniques (Rigo et al., 2018).

In the present work, we aimed to determine the effects of EVs released by MLP29, a cell line with characteristics of progenitor cell, isolated from fetal liver. During previous years, our group has characterized the proteome (Conde-Vancells et al., 2008), transcriptome (Royo et al., 2013), and metabolome (Royo et al., 2019b) of the EVs released by this cell line. Compared to EVs released by primary cultures of hepatocytes, MLP29-derived EVs are more resistant to mechanical stress (Royo et al., 2019b). Moreover, they can circulate in the organism to reach different organs, including liver, lung, spleen, and brain, according to studies of bio-distribution performed *in vivo* (Royo et al., 2019a). Given those characteristics, we hypothesize that MLP29-derived EVs are meant to have an effect over cellular parenchyma. To characterize the nature of such effect, we have chosen the 3T3-L1 fibroblasts, a cell line that can be differentiated into adipocytes and also has the ability to produce collagen and, therefore, mimic a fibrotic response (Li et al., 2019). We describe the crosstalk observed between these cell lines, as it could give information about the existing cell-to-cell communication in the organism by progenitor cells and fibroblasts.

## Materials and Methods

### Cell Lines

All media and reagents for tissue culture were purchased from GIBCO (Life Technologies Inc.). MLP29 is a murine liver progenitor cell line (Medico et al., 1996). The embryonic murine fibroblast cell line 3T3-L1 was purchased from ATCC (CL-173) as a murine embryonic fibroblast cell line.

### EVs Production and Purification

MLP29 cells were plated in 150-mm dishes, at 10 million cells per dish. Cells were cultured in complete Dulbecco’s modified Eagle medium medium [DMEM supplemented with 10% (v/v) fetal bovine serum (FBS), 0.1 mg/ml streptomycin, and 100 units/ml penicillin (GIBCO, Life Technologies Inc.)] for 24 h at 37°C and 5% of CO_2_. Then, cells were washed twice with Dulbecco’s modified phosphate-buffered saline (PBS) and incubated for 48 h (MLP29 cells) in 25 mM HEPES-containing complete DMEM medium [contaminating vesicles were first removed by overnight centrifugation at 110,000 × *g* (Thery et al., 2006)]. After incubation, media were collected, and EVs were isolated as previously described (Conde-Vancells et al., 2008). Briefly, culture supernatant was centrifuged at 1500 × *g* for 10 min to remove lifted cells and cellular debris. The resultant supernatant was centrifuged at 10,000 × *g* and 100,000 × *g* for 30 and 75 min, respectively. The resulting pellet was suspended in PBS, pooled, and again centrifuged at 100,000 × *g* for 75 min. The final pellet of EVs was suspended in PBS and stored at −80°C. Morphology, quantification, and the presence of typical EV markers are presented in Supplementary Figure 1. As control, EV preparations were obtained from similar amount of media that have never been in contact with cells, to ensure that the observed effect was not due to the media.

### EV Treatment of 3T3-L1

Approximately 2 million 3T3-L1 cells were treated with the EVs obtained from 200 million MLP29 cells. On average, this represents 20 μg of protein (measured by Bradford) contained in 8.9^∗^E10 particles (measured with Nanosight LM10) per treatment. A total of six plates were treated, with three different preparations of EVs and three preparations of controls, for 24 h, in 25 mM HEPES-containing complete DMEM medium (vesicles from tissue culture media were first removed by overnight centrifugation at 110,000 × *g*). At the end of the incubation, plates were washed twice with PBS, detached with Tryple (GIBCO), and then divided equally for proteomic and transcriptomic analyses. An aliquot was employed to measure cell viability, which was higher than 90% in all the cases. Trypsin was removed after pelleting the cells 1000 × x*g* for 5 min, which were frozen in dry ice and stored at −80°C until processing.

### RNA Library and Sequencing

Total RNA was extracted with RNeasy (Qiagen), including the step of DNase treatment for all the samples, and finally eluted in RNase-free water. The quantity and quality of the RNAs were evaluated using Qubit RNA HS Assay Kit (Life Technologies, Cat.# 32855) and Agilent RNA Nano Chips (Agilent Technologies, Cat.# 5067-1511), respectively.

Sequencing libraries were prepared using “TruSeq Stranded mRNA LT sample prep kit” (Illumina Inc., Cat.# RS-122-2101 or RS-122-2102), following the “TruSeq^®^ Stranded mRNA Sample Preparation LS Protocol (Part # 15031058 Rev. E). In brief, starting from 1000 ng of total RNA, mRNA was purified, fragmented, and primed for cDNA synthesis. cDNA first strand was synthesized with SuperScript-II Reverse Transcriptase (Life Technologies, Cat.#18064-014) for 10 min at 25°C, 15 min at 42°C, 15 min at 70°C, and paused at 4°C. cDNA second strand was synthesized with Illumina reagents at 16°C for 1 h. Then, A-tailing and adaptor ligation were performed. Finally, enrichment of libraries was achieved by PCR (30 s at 98°C; 15 cycles of 10 s at 98°C, 30 s at 60°C, 30 s at 72°C; 5 min at 72°C and paused at 4°C). Libraries were quantified and visualized on an Agilent 2100 Bioanalyzer using Agilent High Sensitivity DNA kit (Agilent Technologies, Cat.# G2938-90320) and Qubit dsDNA HS DNA Kit (Life Technologies, Cat.# 32851) and single-read sequenced to obtain 30 million 50-nt reads.

### Alignment and Quantification of Transcriptome

Quality Control of sequenced samples was performed by FASTQC software.^1^ Reads were mapped against the mouse (mm10) reference genome by STAR (Dobin et al., 2013) program to account for spliced junctions. The resulting BAM alignment files for the samples were then used to generate a table of raw counts by Rsubread (Liao et al., 2013). Raw counts table was the input for the differential expression (DE) analysis, carried out by DESeq2 (Love et al., 2014), to detect differentially expressed genes among the different conditions.

### Proteomic Analysis and Quantification

#### In Solution Digestion

Samples were digested following the filter-aided FASP protocol described by Wisniewski et al. (2009) with minor modifications. Trypsin was added to a trypsin:protein ratio of 1:10, and the mixture was incubated overnight at 37°C, dried out in a RVC2 25 speedvac concentrator (Christ), and resuspended in 0.1% formic acid (FA).

#### Liquid Chromatography

Liquid chromatography (LC) was performed using a NanoAcquity nano-HPLC (Waters), equipped with a Waters BEH C18 nano-column (200 mm × 75 μm ID, 1.8 μm). A chromatographic ramp of 120 min [5–60% acetonitrile (ACN)] was used with a flow rate of 300 nl/min. Mobile phase A was water containing 0.1% v/v formic acid, while mobile phase B was ACN containing 0.1% v/v FA; 0.5 μg of each sample were loaded for each run.

#### Mass Spectrometry

Peptides were eluted directly into the LTQ Orbitrap XL mass spectrometer through a nanoelectrospray capillary source (Proxeon Biosystems), at 300 nl/min and using a 120-min linear gradient of 3–40% ACN, followed up by an increase to 40% ACN for the next 30 min. The mass spectrometer automatically switched between MS and MS/MS acquisition in DDA mode. Full MS scan survey spectra (m/z 400–2,000) were acquired in the Orbitrap with mass resolution of 30,000 at m/z 400. After each survey scan, the six most intense ions above 1000 counts were sequentially subjected to collision-induced dissociation (CID) in the linear ion trap. Precursors with charge states of 2 and 3 were specifically selected for CID. Peptides were excluded from further analysis during 60 s using the dynamic exclusion feature.

#### Database Search

Database searching was performed using MASCOT 2.2.07 (Matrix Science, London, United Kingdom) against a UNIPROT/Swissprot database filled only with entries corresponding to *Homo sapiens* (without isoforms). For protein identification, the following parameters were adopted: carbamidomethylation of cysteines (C) as fixed modification, oxidation of methionines (M) as variable modifications, 10 ppm of peptide mass tolerance, 0.5 Da fragment mass tolerance, and up to two missed cleavage points, peptide charges of +2 and +3.

#### Progenesis LC-MS Software Analysis for Label Free Differential Expression Analysis

Progenesis LC-MS (version 2.0.5556.29015, Non-linear Dynamics) was used for the label-free differential protein expression analysis. One of the runs was used as the reference to which the precursor masses in all other samples were aligned to. Only features comprising charges of 2+ and 3+ were selected. The raw abundances of each feature were automatically normalized in a logarithmic scale against the reference run. Samples were grouped in accordance to the comparison being performed, and ANOVA analyses were performed. A peak list containing the information of all the features was generated and exported to the Mascot search engine (Matrix Science Ltd.). This file was searched against a UniProt/Swiss-Prot database under the conditions stated in the previous section, and the list of identified peptides was imported back to Progenesis LC-MS. Protein quantitation was performed based on the three most intense non-conflicting peptides (peptides occurring in only one protein), except for proteins with only two non-conflicting peptides. The significance of expression changes was tested at protein level, and proteins identified with at least two peptides and an ANOVA *p* value ≤ 0.05 were selected for further analyses.

### Annotation, Interaction, and Enrichment Pathway Analysis

The list of transcripts and proteins was annotated using the functional annotation [selecting GO Molecular Function (MF), Biological Process (BP) Cellular Component (CC), KEGG, and REACTOME] using DAVID 6.8^2^ (Huang da et al., 2009) and later assigning them manually to different groups of interest according to keywords shown in Tables 1, 2, and avoiding redundancy. Afterward, the list of gene/proteins was loaded into Cytoscape v.3.8.0^3^ (Shannon et al., 2003), and molecule interactions were retrieved from STRING App v.1.5.1 (Doncheva et al., 2019) with the confidence cutoff value of 0.4 and no addition of interacting molecules, against STRING experimental database, text-mining, and co-expression. Those nodes without edges were discharged, and the rest were clustered using the MCODE algorithms provided with clusterMaker2 v.1.3.1 (Morris et al., 2011). Finally, the clusters were manually annotated based on the enrichment groups obtained by functional enrichment analysis with STRING App v.1.5.1 (Doncheva et al., 2019) for each cluster (against GO Function, GO Components, GO Processes, Reactome pathways, and UniProt keywords) as shown in Figure 2. The functional pathway enrichment of Table 3 was performed using the Statistical Enrichment Test performed by Panther v.15.0^4^ (Mi et al., 2019). A Fisher exact test was used in order to determine whether the proportion of genes considered into the GO term or categories differed significantly between the dataset and the background [*p* adjusted (FDR method) < 0.05]. To determine the status of the pathway, fold change values were provided, and the category set employed was the GO Biological Processes.

**TABLE 1:**
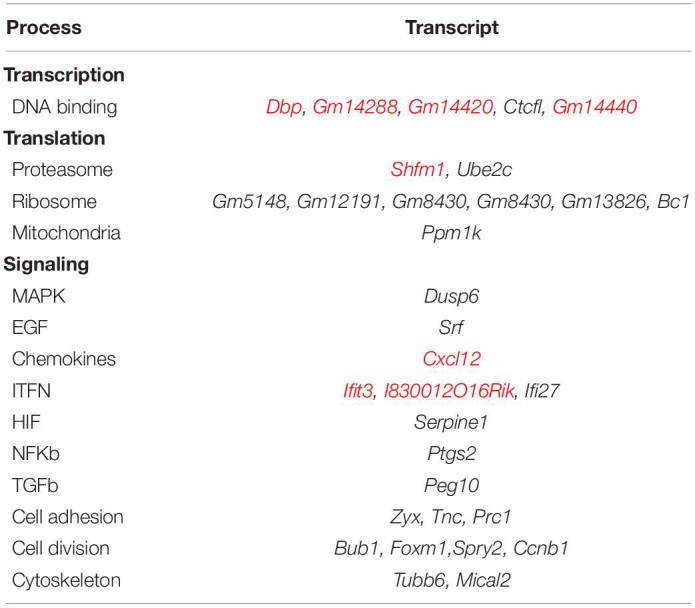
Transcripts regulated in 3T3-L1 cells after EV treatment, classified by their involvement in different cellular processes, according to DAVID 6.8 annotation of each transcript.

*In red, upregulated transcripts; in black, downregulated genes.*

**TABLE 2:**
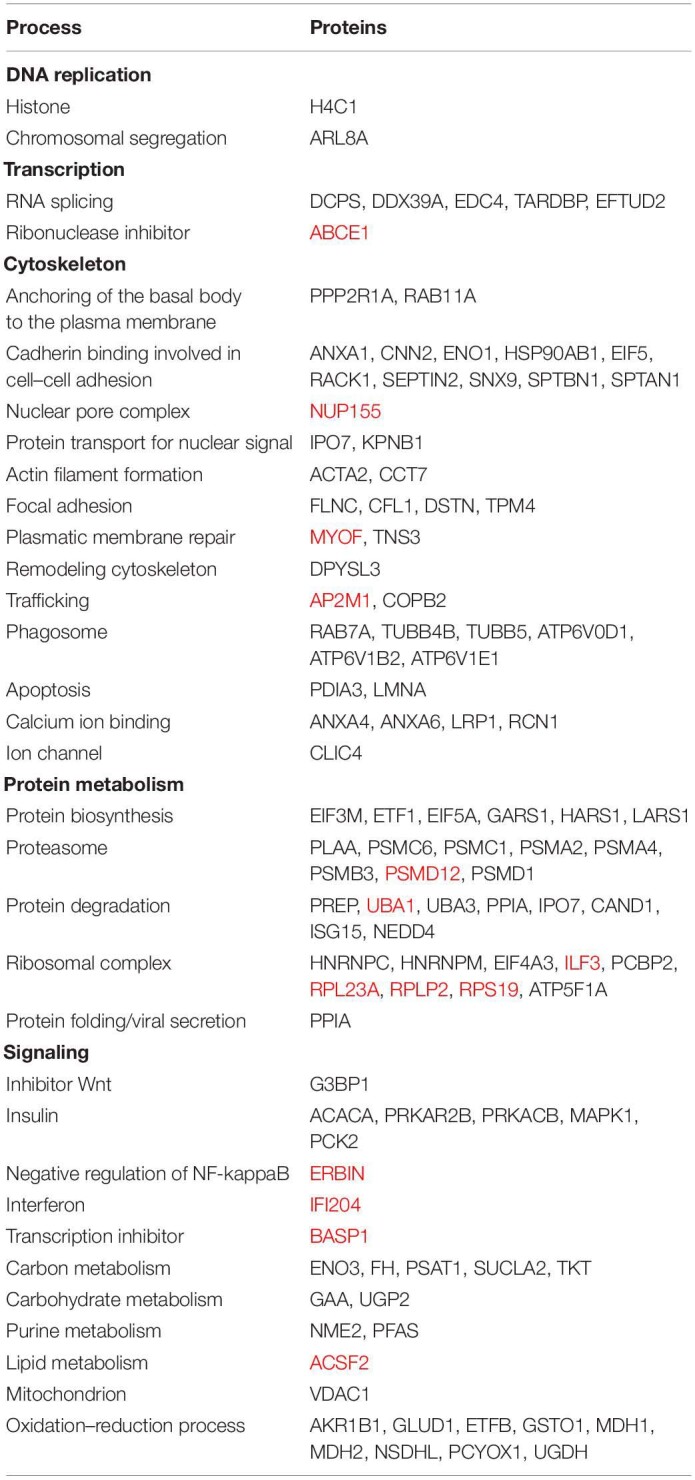
Proteins regulated in 3T3-L1 cells after EV treatment, classified according to their functional annotation in cellular processes, employing DAVID 6.8 database for the annotation of each protein.

*In red, upregulated proteins; in black, downregulated ones.*

**TABLE 3:**
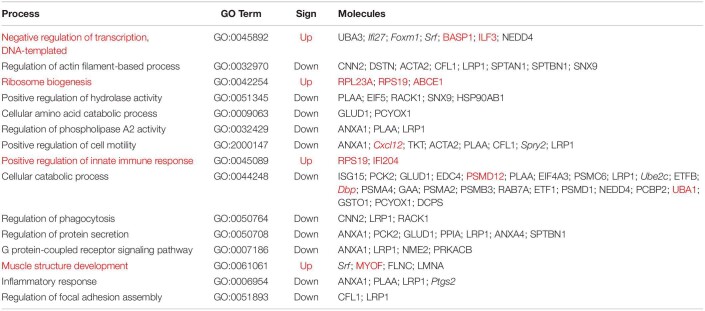
Most significant enriched pathways according to Panther v.15.0 Enrichment Analysis (GO Biological Processes).

*The software defines that each pathway was upregulated (red) or downregulated (black) according to the fold change values of each gene/protein group and their function. For the molecules’ annotation, red color indicates overexpression in fibroblast incubated with EVs, and black denotes downregulation with respect to untreated fibroblasts.*

## Results

### Transcriptomics

The treatment of 3T3-L1 cells with MLP29-derived EVs induced a change in the expression of 45 transcripts above the significance threshold (see Figure 1A). Most of those changes were downregulating the expression of genes involved in many active processes of the cell. 

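3T3-L1 cells, a mouse embryonic fibroblast line, were treated for 24 h with EVs from MLP29 cells, a mouse liver progenitor line. Each of 3 plates received a separate EV preparation, on average 20 µg of EV protein, and each of 3 control plates received a preparation from medium that no cells had conditioned. The cells of every plate were divided between RNA and protein analysis. The libraries were made with a stranded mRNA kit and sequenced as single reads. The authors aligned the reads to the mm10 genome with STAR, counted them on genes with Rsubread and deposited the raw count per gene, listed by Entrez identifier, without normalization. The counts summed to 539735, 612180 and 665465 in control libraries 1, 2 and 3, and to 508599, 629040 and 570308 in EV libraries 1, 2 and 4. The paper states a depth of 30 M reads, and the values given here use the counted totals. Of the 23725 genes listed, 8404 had a count of 0 in every library.
The paper's text does not name the strand setting of the counting, and the counts themselves bear on it. Transcripts that every cell uses had few counts. Actb had between 36 and 162 counts per library, and none of the 82 cytosolic ribosomal protein genes was among the 100 most counted genes. Of the 83 of those 100 genes that could be matched to the GENCODE vM21 annotation, 66 had an exon overlapped by an exon of a gene on the opposite strand, against 24.8% of all matched genes. Snx22, for example, had between 5102 and 7724 counts per library, while Ppib, whose exons overlap it on the opposite strand, had between 2 and 36. Whether the count listed under a gene comes from its own transcript is therefore open. Each value here is the count listed under that gene's identifier, and is not taken as the level of its mRNA.
The counts were scaled with edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the 5066 genes that edgeR's filter on low counts kept. With a biological coefficient of variation of 0.0779 between replicates, 1121 genes passed an adjusted p of 0.05, the paper's threshold. The groups did not overlap in 39.4% of the tested genes, where chance gives 10%. With all 6 libraries and the same genes tested, the alternative that moved this count most was the DESeq2 Wald test, with 512 genes. Without control library 2 the count was 489, and without control library 1 it was 732.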

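Of the 1121 genes past the threshold, 732 had lower counts in the EV libraries and 389 had higher counts. The scaling moved this split: 970 genes were lower and 90 higher when only the total library size was used, which shifted the median log2 fold change of all tested genes from 0.014 to -0.12. With DESeq2's size factors 710 were lower and 458 higher. Among genes whose EV and control libraries did not overlap, those with the lowest adjusted p on the lower side included Eef1a1, Rps18 and Fn1, genes with roles in translation and the extracellular matrix. The counts listed under Eef1a1 (chromosome 9, 78478453 to 78481724 of mm10) were 725, 975 and 792 in the control libraries and 178, 284 and 327 in the EV libraries, a log2 fold change of -1.46 (standard error 0.11, adjusted p = 1.12e-15 from edgeR's quasi-likelihood test). The log2 fold change was -1.45 for Rps18 and -1.14 for Fn1. On the higher side the genes with the lowest adjusted p were Rrbp1, Actn2, Gfm2, Sphk2 and Acnat1. Actn2 had the largest log2 fold change of these, 1.62 (standard error 0.27, adjusted p = 7.7e-06 from the same test), and the others lay between 0.57 and 0.63. Exons of Gfm2 and Sphk2 are overlapped by other genes on the opposite strand, as are those of Rps18 and Fn1. From its own list, the paper states that most changes lowered the expression of genes of active cellular processes.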

In Table 1, we show the main cellular processes affected by EV treatment, while in Supplementary Table 1, we show the differential gene expression fold changes and *p* values. In addition, the data were deposited in the GEO repository under the access number GSE157022. 

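Of the 45 transcripts the study lists, 30 had a row in the count table used here, and the other 15 were not analysed here. Counts were high enough for testing in 18 of the 30. Over all genes tested, 5 of these passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, and the same number passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. They were Cxcl12, Ifit3, Gm14440, Zyx and Gm5148. Zyx (chromosome 6, 42349511 to 42360213), listed under cell adhesion in Table 1, had the largest change, with 31, 39 and 23 counts in the control libraries and 3, 13 and 7 in the EV libraries, a log2 fold change of -1.80 (standard error 0.34, adjusted p = 6.22e-05 from that test). It is overlapped by Epha1 on the opposite strand. Gm5148, listed under ribosome, had between 10445 and 15356 counts per library and a log2 fold change of 0.36 (adjusted p = 0.000633). It lies over a pseudogene of Rps23 on the opposite strand, and reads could be shared between copies of that sequence. Of the 12 transcripts with too few counts for the filter, 5 had at most 3 counts in every library, among them Dusp6, Bc1 and Spry2, so that a difference was not detectable in these counts.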

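The 9 transcripts that Supplementary Table 1 gives as higher after EV treatment all had enough counts to be tested. The counts listed under 5 of them were higher in the EV libraries, and 4 were lower. Gm14440, a predicted zinc finger gene on chromosome 2 (175275125 to 175286805), had 289 ± 19.9 normalized CPM (SD, n = 3) in the control libraries and 370 ± 27.8 (SD, n = 3) in the EV libraries, a log2 fold change of 0.35 (standard error 0.12, adjusted p = 0.0298 from edgeR's quasi-likelihood test). It did not pass the threshold in 7 of the alternative fits (adjusted p between 0.0209 and 0.202 over all alternatives), among them those without control library 1, control library 2 or EV library 1. It belongs to a cluster of similar genes whose reads the counting could have split. The other 3 members of that cluster in the list, Gm14288, Gm14420 and Gm14405, did not pass it, with log2 fold changes of -0.39, 0.24 and 0.21. Neither did Dbp (0.47, standard error 0.37), with only 7 to 13 counts per library, nor Shfm1 (0.21, standard error 0.19). With each library left out in turn, Gm14420 lay between 0.15 and 0.35, Gm14405 between 0.082 and 0.31 and Shfm1 between 0.023 and 0.32. The range was -0.72 to -0.0087 for Gm14288 and 0.20 to 0.60 for Dbp. Of the 9 study transcripts reported as lower that could be tested, 4 were lower in these counts.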

A total of 45 transcripts were found significantly altered in EV-treated fibroblasts, and among them, 9 transcripts were upregulated. We found that *Cxcl12* and *Ifit3* were the most upregulated transcripts after treatment, while the predicted genes *Gm19592* and *Gm19820* were the most downregulated. Furthermore, the most downregulated protein coding gene was *Ptgs2*, a gene involved in inflammation response. 

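Cxcl12 (Entrez 20315, chromosome 6, 117168535 to 117181368 of mm10) had 131, 175 and 113 counts in the control libraries and 62, 93 and 87 in the EV libraries. In CPM normalized with the TMM factors this was 234 ± 54.4 (SD, n = 3) and 154 ± 19.9 (SD, n = 3), a log2 fold change of -0.59 (standard error 0.15, adjusted p = 0.00406 from edgeR's quasi-likelihood test). It stayed between -0.80 and -0.46 with each library left out in turn, and did not pass the threshold without control library 2 (adjusted p = 0.0918) or without the filter on low counts (adjusted p = 0.0511), with a range from 7.8e-05 to 0.0918 over the alternatives. Ifit3 (Entrez 15959, chromosome 19, 34583119 to 34588982) had 62.3 ± 5.14 (SD, n = 3) in the control libraries and 30.9 ± 4.62 (SD, n = 3) in the EV libraries, a log2 fold change of -1.01 (standard error 0.26, adjusted p = 0.00298 from the same test). Every EV library was below every control library for both genes. Ifit3 lies next to its paralog I830012O16Rik, and the counting could have split reads between them. No exon of either Cxcl12 or Ifit3 is overlapped on the opposite strand in the annotation. In a fit of genes without such an overlap, chosen after the data were seen, Ifit3 passed the threshold and Cxcl12 did not. Gm19592 and Gm19820 were not analysed here.

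**Figure D1:**
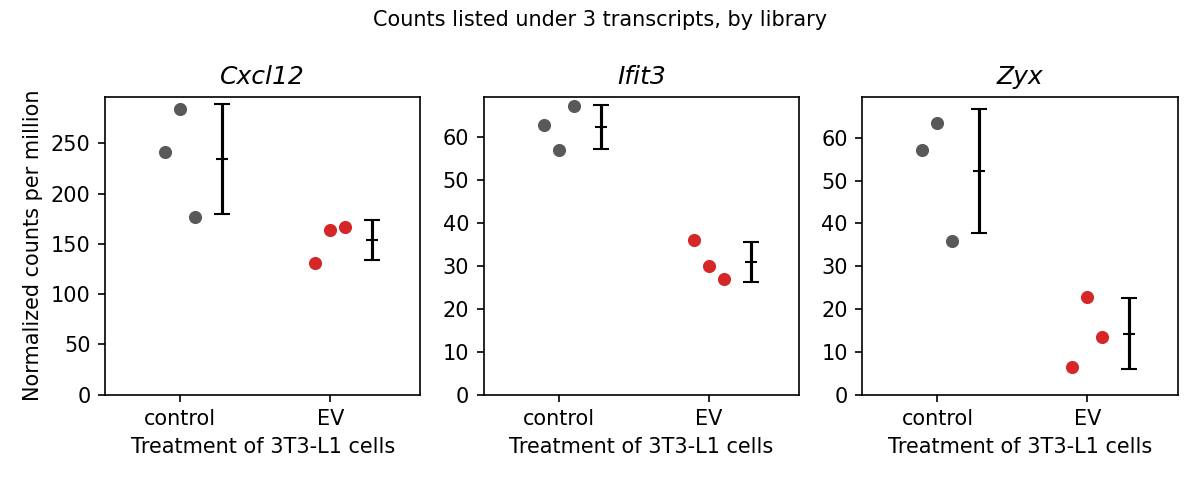
Normalized CPM (vertical axis, from 0) listed under Cxcl12, Ifit3 and Zyx in each control (grey) and EV (red) library of 3T3-L1 cells, with the mean and SD of each group (n = 3) beside the points. For each of the 3 transcripts, all EV libraries lie below all control libraries.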

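Ptgs2, the gene of prostaglandin-endoperoxide synthase on chromosome 1 (150100031 to 150108234), had 2 counts in each control library and 2, 1 and 0 counts in EV libraries 1, 2 and 4. All 6 values lie at or under a floor of 3 counts, so it did not enter the test and a difference of either sign was not detectable in these counts.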

Some of the transcripts were assayed by qPCR, and we confirm the upregulation of *Cxcl12* and *Ifit3*, as well as the downregulation of *Tubb6* and the same trend for *Peg10*, although in this case, the result was not significant (Supplementary Figure 3A).

**FIGURE 1:**
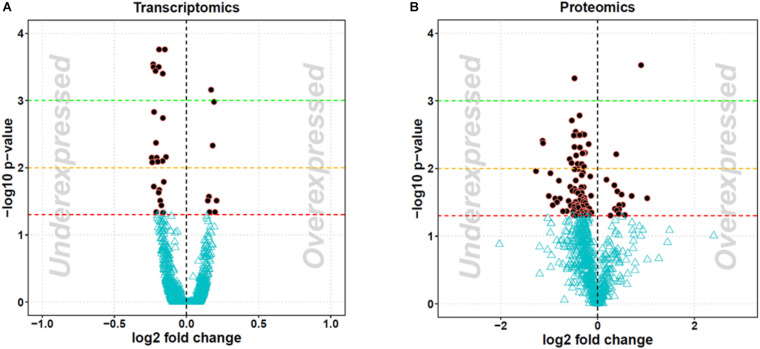
Volcano plot representing the changes in 3T3-L1 cells after MLP29-derived EV treatment. The graphs show fold changes (log2 transformed) versus *p* values (-log10 transformed). Significant regulated transcripts **(A)** and proteins **(B)** are represented as black dots in red circles. A gene or protein was considered regulated when its DE resulted in an adjusted *p* value < 0.05 (1.3 after −log10 transformation). Each experiment was performed in triplicate.

### Proteomics

The treatment of 3T3-L1 cells with MLP29-derived EVs induced a change in the expression of different proteins above the threshold of significance (see Figure 1B). Most of those changes were a protein expression downregulation. In Table 2, we show the annotation of proteins modified, while in Supplementary Table 2, we show the differential protein expression with fold changes and *p* values. The expression of 107 proteins was affected by the EV treatment, and among them, 16 were upregulated, and the rest were downregulated after the treatment. The protein most over-represented was ERBIN, a protein that binds to the unphosphorylated form of the ERBB2 protein and regulates ERBB2 function and localization (Tao et al., 2014). The second most upregulated protein was ILF3, a protein with RNA binding capability involved in the formation of the ribosomal complex (Higuchi et al., 2012). Among the most downregulated proteins we found was RACK1, a scaffolding protein with participation in multiple functions such phagocytosis and cell-to-cell adhesion processes (Thorslund et al., 2011). The second most downregulated protein was MDH2, a mitochondrial malate dehydrogenase involved in ox–redox processes (Minarik et al., 2002). We should mention that regarding fold change value, the most downregulated protein was GLUD1, a mitochondrial glutamate dehydrogenase also involved in catabolism and TCA cycle (Tzimagiorgis et al., 1993;Coloff et al., 2016).

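None of the 45 transcripts of Supplementary Table 1 encodes one of the 107 proteins of Supplementary Table 2. All 107 proteins could be matched by symbol to a gene of the count table, and 84 of them had enough counts to be tested. Counts listed under 41 of these passed an adjusted p of 0.05 over all genes tested, and 49 when adjusted over the list alone (edgeR's quasi-likelihood test). Of the 41, 40 were lower in the EV libraries. The DESeq2 Wald test called 23 of the list. The direction was that of the protein for 68 of the 84 (exact two-sided sign test over genes, p = 8.54e-09), but the counts moved downwards whichever way the protein moved: 11 of the 13 genes of upregulated proteins were lower, as were 66 of the 71 genes of downregulated proteins, against 48.8% of all tested genes. Genes are not independent replicates, and the 48.8% mixes classes of genes that shifted apart. Tested genes without an opposite-strand overlap had a median log2 fold change of -0.21, against 0.13 for those with one. The protein list was not compared within either class.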

At a molecular level, we did not observe any overlapping between regulated genes and proteins. However, regarding the process affected, we encountered some similarities between the routes affected according to transcriptomic and proteomic data. In both cases, we observed downregulation for the machinery related to control of cytoskeleton and cell motility. 

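A list of 55 genes of the actin cytoskeleton and targets of SRF, the serum response factor, was tested as a whole. The median log2 fold change of the 39 that had enough counts was -0.90, and 37 of them had lower counts in the EV libraries (adjusted p = 8.73e-16 from camera, the gene set test of limma, over 15 lists). It lay between -1.02 and -0.75 with each library left out in turn. By the same test 12 of the 15 lists passed an adjusted p of 0.05, all towards lower counts. Camera sets each list against all other tested genes. The median log2 fold change of tested genes was 0.13 with an opposite-strand overlap and -0.21 without one. No list was tested within either class, so part of a list's shift may be that of its class. All 15 passed under fry, and none when camera estimated the correlation between genes for each list, where 6 had an unadjusted p below 0.05. Of the single transcripts in this group, Tubb6 had 61.9 ± 8.44 normalized CPM (SD, n = 3) in the control libraries and 44.1 ± 9.95 (SD, n = 3) in the EV libraries, which did not pass the threshold (adjusted p = 0.136 from edgeR's quasi-likelihood test). With the replicate number as a block, the comparison rests only on the libraries numbered 1 and 2, which occur in both groups. The log2 fold change of Tubb6 was then -0.79 and passed the threshold (adjusted p = 0.0387 from the same test, in a range up to 0.389 over the alternatives). Mical2 had 5 to 10 counts in the control libraries and 1 to 3 in the EV libraries, too few for the filter.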

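Genes of the signaling cascades were tested as lists. Targets of TGF-beta had a median log2 fold change of -0.73 in the EV libraries, with 24 of 28 tested genes lower (adjusted p = 6.79e-10 from camera). Genes of the NF-kB and inflammatory response had a median of -0.46, with 10 of 12 lower (adjusted p = 0.0138), and did not pass the threshold among genes with at least 10 counts in every library. The feedback and immediate early genes of the ERK branch of MAPK signaling had a median of -0.31, with 9 of 12 lower, and did not pass it (adjusted p = 0.376). The ERK median was -0.17 without EV library 1. The direction of these ERK genes relative to the other genes reversed among genes with at least 10 counts in every library. Srf had between 4 and 11 counts per library and was not tested. Genes of the interferon response had a median log2 fold change of -0.54, with 19 of 25 lower in the EV libraries (adjusted p = 0.00669 from camera), and likewise lost the threshold among genes with at least 10 counts in every library.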

We also observed downregulation of major signaling cascades (i.e., MAPK1, NFKb, TGFb, and EGF) in both types of analyses, while some interferon-related molecules were upregulated. We had performed a qPCR to see if the regulation of the observed proteins may reflect on the transcriptome, and we have observed the increase of *Myof* transcript, as well as the downregulation of *Plaa* and *Mdh1* transcripts, according to what was observed in the proteomics. However, this agreement was not clearly observed for Ccnb1 or Mapk1 (Supplementary Figure 3A). Interestingly, when 3T3 cells were treated with the vesicular fraction of the SEC-purified preparation of EVs (see Supplementary Materials and Methods), the downregulation of these last transcripts was observed (Supplementary Figure 3B), suggesting that some responses depend on the purity of the EV preparation, and to clearly visualize, one needs to remove protein aggregates that could unmask the response.

### Enrichment Analysis and Protein Networks

To get a better insight of the general effect achieved by regulations of genes and proteins, in this section, the corresponding analysis was performed considering both types of molecules as a single set. As described in the “Materials and Methods” section, the enrichment analysis performed with the Panther v.15.0 platform^5^ (Mi et al., 2019) takes into account both the gene/protein regulated, as well as the direction of such regulation, and accordingly, it calculates the probability for the pathways stored in the Gene Ontology Biological Processes database to be up- or downregulated. We performed this analysis with regulated genes/proteins, and the result is displayed in Table 3. The list includes a selection of pathways significantly regulated (*p*-adjusted <0.05), manually curated for redundancy and for lack of cellular context. 

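Ctcfl, which Table 1 places under transcription with Dbp and 3 of the zinc finger genes, had 199 ± 21.5 normalized CPM (SD, n = 3) in the control libraries and 219 ± 4.82 (SD, n = 3) in the EV libraries, a log2 fold change of 0.13 that did not pass the threshold (adjusted p = 0.515 from edgeR's quasi-likelihood test) and was -0.0063 when only the total library size was used. With each library left out in turn the log2 fold change lay between 0.035 and 0.18. An antisense gene, Ctcflos, overlaps Ctcfl. Genes of cytosolic ribosomal proteins had lower counts in the EV libraries in all 79 genes that could be tested. Their median log2 fold change was -1.13 (adjusted p = 5.74e-56 from camera), between -1.21 and -0.91 with each library left out in turn, and -1.27 with only the total library size. Together these genes held between 1.26% and 1.57% of the counts of a control library and between 0.54% and 0.75% of those of an EV library.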

The results indicate a reduction in genes related to transcriptional activity in fibroblasts treated with MLP29-derived EVs and upregulation of genes related to ribosome assembly, when compared to untreated cells. 

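Table 1 places I830012O16Rik, also named Ifit3b, and Ifi27 under interferon together with Ifit3. I830012O16Rik (chromosome 19, 34607530 to 34613403) had 33, 49 and 40 counts in the control libraries and 23, 26 and 24 in the EV libraries. Its log2 fold change was -0.54 (standard error 0.23, adjusted p = 0.0816 from edgeR's quasi-likelihood test), and it passed the threshold only when the total library size alone was used (adjusted p = 0.0319, in a range up to 0.302 over the alternatives). Ifi27 (chromosome 12, 103434189 to 103440245) had 18, 36 and 42 counts in the control libraries and 23, 29 and 34 in the EV libraries, a log2 fold change of 0.045 (standard error 0.24). The difference was smaller than the spread between replicates (adjusted p = 0.911 from the same test), and its direction changed in 4 of the alternative fits, among them those without control library 1 (-0.20) and without EV library 4 (-0.052).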

Interestingly, we also observed the upregulation in genes related to innate immunity. Some of the pathways that are downregulated included genes involved in migration, catabolism, inflammation, or phagocytosis.

To further explore the relationship between regulated proteins/genes, we loaded all regulated molecules in the Cytoscape v.3.8.0 software (Shannon et al., 2003). We retrieved protein interactions from STRING App v.1.5.1 (Doncheva et al., 2019) as described in the section “Materials and Methods,” and we discovered clusters of interacting molecules employing the MCODE algorithm from the clusterMaker2 App v.1.3.1 (Morris et al., 2011). Non-connected proteins were eliminated, and the annotations of the different clusters were decided according to the STRING functional enrichment annotations retrieved for each group of molecules, as well as protein individual annotation. Figure 2 illustrates the resulting interaction clusters, where the ribosome complex and the proteasome represent two well-defined groups. The machinery for mRNA splicing and different building blocks of the cytoskeleton appear as sub-groups within the largest cluster. 

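Cxcl2 (chromosome 5, 90903899 to 90905938) had a count of 0 in all 6 libraries, so its level was below 3 counts in each and no fold change can be given. Peg10, reported as lower in Supplementary Table 1 and placed under TGF-beta in Table 1, had 5, 7 and 9 counts in the control libraries and 2, 5 and 3 in the EV libraries, too few for the filter on low counts. Without the filter its log2 fold change was -0.76 (adjusted p = 0.433 from edgeR's quasi-likelihood test).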

Analysis in this interaction cluster showed that Cxcl2-Ptgs2 were related to regulation of immune activity and connected to other molecules related to cell migration. Other important groups were connected to cell cycling and the metabolism of carboxyl groups.

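Of the lists related to the cell cycle, genes of cell division had a median log2 fold change of -0.12 in the EV libraries, with 19 of 27 tested genes lower (adjusted p = 0.0186 from camera). Single libraries moved this median, which was -0.54 without EV library 4, -0.50 without EV library 2 and -0.43 without control library 2, and at its smallest -0.13 without control library 1. It was also -0.26 without EV library 1, -0.24 without control library 3 and -0.49 without the study's 45 transcripts. The genes did not pass the threshold with the replicate number as a block or among genes with at least 10 counts in every library. Genes of DNA replication had a median of -0.38, with 17 of 23 lower, and did not pass it (adjusted p = 0.263). This median was -0.19 without EV library 1 and also -0.19 without EV library 4. Of the single transcripts, Ube2c had 91.1 ± 8.39 normalized CPM (SD, n = 3) in the control libraries and 98.2 ± 15.9 (SD, n = 3) in the EV libraries, and Prc1 had 171 ± 5.98 and 167 ± 26.4. Neither difference exceeded the spread between replicates (adjusted p = 0.723 and 0.882 from edgeR's quasi-likelihood test). Both are overlapped on the opposite strand, by Tnnc2 and Rccd1. Ccnb1, Bub1 and Foxm1 had at most 8 counts in any library and were not tested.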

**FIGURE 2:**
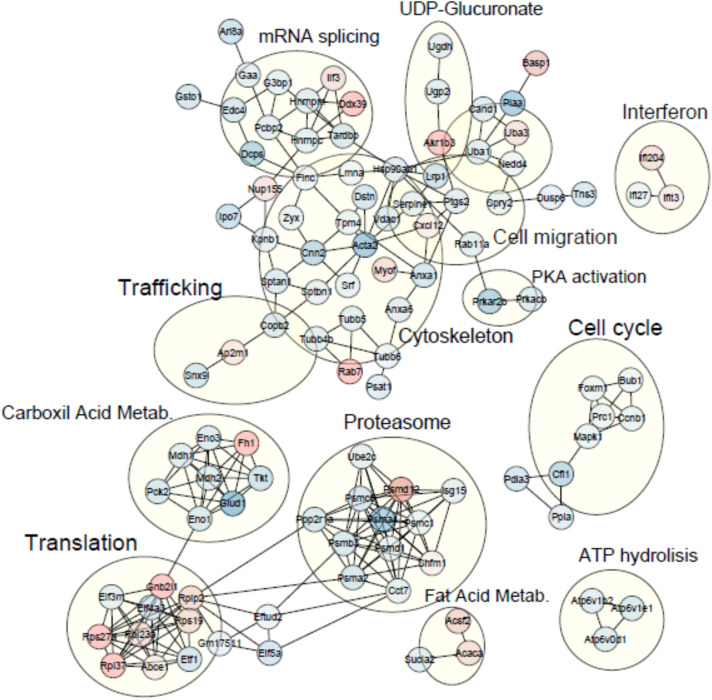
Clusters of protein interaction networks generated within the Cytoscape v.3.8.0 software environment. Red and blue color of the molecules denotes up- and downregulation, respectively. Annotation of the clusters was done manually according to functional enrichment generated with STRING App v.1.5.

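Genes of fatty acid metabolism had a median log2 fold change of -0.21 in the EV libraries. Of the 17 that could be tested 14 were lower, which did not pass the threshold (adjusted p = 0.286 from camera). The median moved between -0.46 and -0.17 with each library left out in turn, and was -0.46 without control library 3 and -0.31 without EV library 1.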

Regarding the functional meaning of the observed changes, the network presented in Figure 2 showed an increase in the presence of ribosome machinery, metabolism of fatty acids, and molecules related to interferon signaling. However, most of the cellular processes seemed to be inhibited, such as mRNA splicing, carbon metabolism, cell migration, the proteasome, and some molecules of the cytoskeleton. 

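The lists for these processes moved towards lower counts in the EV libraries. Tested genes without an opposite-strand overlap had a median log2 fold change of -0.21 as a class. Whether these lists fell beyond that class was not tested. Genes of mRNA splicing had a median log2 fold change of -0.41, with 35 of 44 tested genes lower (adjusted p = 0.000336 from camera). For carbon metabolism the median was -0.42, with 26 of 31 lower (adjusted p = 0.00288). For the proteasome it was -0.30, with 16 of 19 lower (adjusted p = 0.0257), which did not pass the threshold among genes with at least 10 counts in every library. The proteasome median was -0.52 without control library 3, and -0.48 without control library 1 or EV library 2. The genes of the proteins the study reports as downregulated had a median of -0.68 (adjusted p = 3.39e-11), and those of its upregulated proteins had a median of -0.91 (adjusted p = 0.000129).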

There was also a shortage in molecules involved in ATP hydrolysis. 

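The list for ATP hydrolysis held the 16 genes of the vacuolar proton pump. Only 4 of them had enough counts to be tested, fewer than the 5 set as the smallest list, so no list value is given.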

According to the results shown on the individual enrichment analysis, the interaction network suggested a slowdown of major cell activity, despite an increase of translation. We have observed as well a decrease in the metabolic activity measured by the MTT assay (Supplementary Materials and Methods and Supplementary Figure 2A) that could be explained by the downregulation described by the enrichment analysis.

## Discussion

In this work, we characterized the main effects produced by EVs derived from MLP29 liver progenitor cells in 3T3-L1 fibroblasts. The MLP29 cell line is an epithelial homogeneous cellular clone obtained by limiting dilution from a mouse embryonic liver cell line (Medico et al., 1996; Muller et al., 2002). This cell line responds to HGF with the whole array of its biological effects: scattering, survival, proliferation, and tubular morphogenesis (Medico et al., 1996). Moreover, their EVs carry a transcriptome enriched in signals regulating cell fate, proliferation, and cell organization (Royo et al., 2013). Accordingly, we analyzed the main changes in transcriptome and proteome in 3T3-L1 fibroblasts treated with MLP29-derived EVs. We should remark that purification of EVs through differential centrifugation could carry over other non-vesicular elements, which may also be responsible for the observed response, the reason why we have compared and further purified the preparation by SEC and observed a similar response to the fraction corresponding to vesicles. These results suggest that the observed effects are mainly due the vesicular component of our preparations (Supplementary Figures 2B, 3B).

We observed that treatment with MLP29-derived EVs promoted a decrease in pathways related to catabolic activity, cell proliferation, and cytoskeleton remodeling. It should be highlighted that the protein most differentially expressed in treated cells is ERBIN, an ERBB2 interaction protein blocking ERK activation (Huang et al., 2003). ERBIN is an intracellular protein of the LAP family (LRR and PDZ), containing an LRR domain and a PDZ domain (Borg et al., 2000; Kolch, 2003), and it is believed to play a role in basolateral targeting in epithelial cells (Dillon et al., 2002). The mechanism for inhibition of the route of TGF-β involves the formation of the ERBIN–MERLIN complex that disrupts the association between PAK2 and GTP-bound CDC42/RAC1. In fibroblasts, TGF-β activates p21-activated kinase 2 (PACK2), which was activated in response to TGF-β in different fibroblast cell lines, but not in epithelial cell lines (Wilkes et al., 2003; Wilkes et al., 2009). ERBIN also leads to deactivation of the ERK signal pathway, which is one of the main survival signaling pathways downstream HER2 (Yu et al., 2013).

We have also observed anti-apoptotic responses, such as the increase of the cytoskeleton protein myoferlin (MYOF), whose loss in fibroblasts is associated with a decrease in the expression of tight junction molecules and an increment in the number of cells positive for apoptotic markers (Leung et al., 2012). Taking into account that cells did not decrease their viability, the inhibitory responses observed do not lead to cell death. This agrees with previous studies of stem cell-derived EVs, showing the inhibition of fibrosis progression in models of kidney injury (Grange et al., 2019). Together, our results indicate that general cellular activity was slowed down in EV-treated compared to untreated fibroblasts, since transcription, cell motility, protein catabolism, and carbon metabolism were downregulated. Some enzymes with ATP hydrolytic activity were also downregulated. Consistently, we also detect reduction in metabolic activity measured by an MTT assay.

At the same time, there was an increase of signals related with immune system activation, centered in the activation of the transcription of the cytokine *Cxcl12*, a potent chemoattractant for hematopoietic cells. This molecule has been associated to fibrosis after radiation injury (Cao et al., 2019) and also to pro-metastatic stimulus of colon cancer cells through the PI3K/AKT/mTOR signaling pathway (Ma et al., 2017). However, in massive liver injury models where oval cell repair is involved, there is an upregulation of *Cxcl12* that interacts with oval cells because this cell type expresses CXCR4, the only known receptor for CXCL12 (Hatch et al., 2002).

The idea of a damage response is also reinforced by the observation of the increase of pathways related to ribosome biogenesis. These phenomena have been described to be associated to dsDNA sensing, a response to restrict virus reproduction and inflammatory response regulation (Bianco and Mohr, 2019). In this context, it is important to mention that MLP29-derived EVs contain dsDNA compatible with apoptotic features (Kruglik et al., 2019). 

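Genes of ribosome biogenesis, as distinct from the ribosomal proteins themselves, had a median log2 fold change of -0.42 in the EV libraries, with 25 of 40 tested genes lower (adjusted p = 0.0391 from camera). With the replicate number as a block, or among genes with at least 10 counts in every library, the list did not pass the threshold. The median stayed between -0.55 and -0.33 with each library left out in turn.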

Ribosome accumulation may also coordinate IFNB1 production, a pathway increased in fibroblasts that received MLP29-derived EVs. The upregulated molecules associated with the interferon pathway were *Ifit3* and IFI204 (Bianco and Mohr, 2019). To conform to the hypothesis of ribosome accumulation, we measure the changes of transcriptional activity of 45S pre-ribosomal RNA, observing a non-significant increase in cells treated by EVs by qPCR, and almost significant (*p* value 0.07) in cells treated with the vesicular fraction of our preparations (Supplementary Figure 3).

All the changes observed suggests that MLP29-derived EVs promoted somehow signals related to tissue damage in 3T3-L1 fibroblasts that may be partially explained by the presence of dsDNA (Bianco and Mohr, 2019). The effects inferred from changes in proteins and genes indicate a slowdown in some general cell activities including cell motility and cytoskeleton remodeling, transcription, and protein degradation machinery, carbon metabolism and TCA processes, and the upregulation of molecules related to innate immune response. Moreover, the results offer a new confirmation of the role of EVs in the crosstalk between liver stem and stromal cells in the liver.

## Data Availability Statement

The datasets generated for this study can be found the NCBI GEO acession GSE157022.

## Author Contributions

HAP, MY-M, AM, HP, IG, FB, MV-G, and JF-P originally conceived and designed the study. FR, MA, MG-L, and LB performed the experiments. JL and AM performed the transcriptomics analysis. MA and FE performed the proteomics analysis. FR, MA, JL, MC-G, AC, UC, and TS performed the enrichment analysis and data visualization. All authors participated in data interpretation, discussion, and manuscript drafting and editing.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Extracellular Vesicles From Liver Progenitor Cells Downregulates Fibroblast Metabolic Activity and Increase the Expression of Immune-Response Related Molecules
**Source:** Front Cell Dev Biol. 2021 Jan 12;8:613583. doi: 10.3389/fcell.2020.613583
**Supplement:** Supplementary Figure 1 — Characterization of EVs derived from MLP29.

**Supplementary Material and Methods**

**EV characterization by electron microscopy and nanoparticle-tracking analysis**

For cryo-electron microscopy, EV preparations were directly adsorbed onto glow-discharged holey carbon grids (QUANTIFOIL, Germany). Grids were blotted at 95% humidity and rapidly plunged into liquid ethane with the aid of VITROBOT (Maastricht Instruments BV, The Netherlands). Vitrified samples were imaged at liquid nitrogen temperature using a JEM-2200FS/CR transmission electron microscope (JEOL, Japan) equipped with a field emission gun and operated at an acceleration voltage of 200 kV.

Size distribution within EV preparations was analyzed using the nanoparticle-tracking analysis (NTA), by measuring the rate of Brownian motion in a NanoSight LM10 system (Malvern, U.K.). The system was equipped with a fast video-capture and particle-tracking software. NTA post-acquisition settings were the same for all samples. Each video was analyzed to give the mean, mode, and median vesicle size, as well as an estimate of the concentration.

**Western blot analysis**

PBS-resuspended EVs were mixed with 10 µL of 4×NuPAGE LDS Sample Buffer (Thermo Fisher Scientific). The samples were incubated for 5 min at 37 ºC, 65 ºC, and 95 ºC, and separated on 4–12% pre-casted gels (from Thermo Scientific, Inc.). Antibodies were purchased from the following vendors: mouse monoclonal antibody against Aip1/Alix (49/AIP1) and GRP78 (40/BiP) were purchased from BD Biosciences; Armenian hamster anti-mouse CD81 (clone Eat2) was purchased from Bio-Rad. Mouse monoclonal antibodies against TSG101 (clone 4A10) and αTubulin (DM1A) were purchased from Abcam. Mouse monoclonal Anti-CD13 (3D8) was purchased from Santa Cruz Biotech., Inc. All the primary antibodies were diluted 1:1000.

**Measure of metabolic activity**

To measure cellular activity, the MTT assay was employed, a colorimetric assay where NAD(P)H-dependent cellular oxidoreductase enzymes reduce the tetrazolium dye MTT, 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide to its insoluble formazan, which has a purple color. 3T3.L1 cells were plated in 96 wells in media depleted of vesicles, at a density of 10E5 cells per well, and incubated with 1ug of EVs per well for 24 h. Then, media was washed and replaced by new media with 0.5 mg/ml of MTT, incubated for 1 hour, and the washed, and cells lysed with 200 ul of a mix 1:1 of isopropanol and Dimethyl Sulfoxide. The absorbance was measured at 570 in an automated plate-reader spectrophotometer.

**Size-Exclusion Chromatography (SEC) purification of MLP29 derived EVs.**

SEC was performed by modifying an existing published protocol (1). Briefly, sepharose CL-2B (Sigma-Aldrich) was packed in a poly-prep chromatography column (BioRad) with 2 ml of bed volume. A preparation of MLP29 derived EVs of 20 ug in 200ul of PBS was allowed to enter in the column, and eluted with 2 ml of PBS, collecting fractions of 200 ul each. The number of vesicles and amount of proteins for each fraction was measured by NTA and Bradford techniques, respectively. Fractions 3 and 4 containing the vesicular fraction were pulled, while fractions 8 and 9 were pulled as non-vesicular but protein-containing fractions.

**Quantitative real time PCR analysis**

To extract RNA from cells, the RNAeasy mini kit (Qiagen) was employed. Twenty 20ul of cDNA was synthesized from 0.4–1 μg of RNA using qScript cDNA SuperMix (Quantabio) following the manufacturer's recommendations, and diluted for 1:5 in RNase & DNase free water. CDNA Primers sequences were obtained from the PrimerBank - MGH-PGA resource (<https://pga.mgh.harvard.edu/primerbank/>) with the following identification codes; Cxcl12 7305465a1; Ifit3 6754288a2, Tubb6 27754056a1, Peg10 31376257a1, Ccnb1 28195398a1, Myof 153791795c1, Mdh1 31982178a1, Mapk1 6754632a1, Plaa 114431249c1) while the primers for the 45S pre-ribosomal RNA were designed using primer blast function (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) from the NCBI Reference Sequence: NR_046233.2. The Quantitative Real Time PCR was performed in Applied Biosystems QuantStudio 6 (Thermofisher) using the Applied Biosystems SYBR Green Master Mix (Thermofisher). Calculation of the expression was done employing the formula 2ΔCT, where for each gene, the Ct of each reaction is referred to the average of the Ct of control group.

**Reference**

(1)Böing AN, van der Pol E, Grootemaat AE, Coumans FA, Sturk A, Nieuwland R. Single-step isolation of extracellular vesicles by size-exclusion chromatography. J Extracell Vesicles. 2014 Sep 8;3. doi: 10.3402/jev.v3.23430. PMID: 25279113; PMCID: PMC4159761.

**Supplemental Figure 1**. **Characterization of EVs derived from MLP29**. The panel shows the presence of EVs markers by WB, the size profile characterized by NTA, and a typical image of MLP29 derived EVs by cryo-electron microscopy.

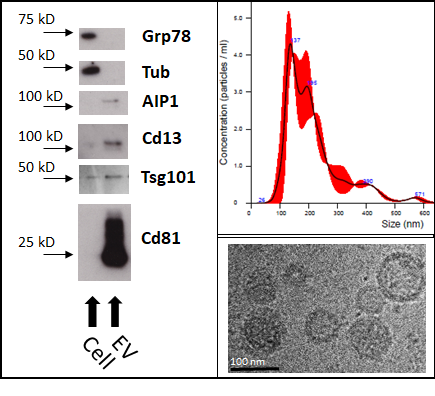

**Supplemental Figure 2. Measurement of metabolic activity by MTT assay in 3T3-L1 fibroblast after EV treatment**. Cells were treated in the same conditions described for transcriptomic and proteomics assays with EV preparation isolated by ultracentrifugation (A) or by the vesicular fraction (F3) or protein fraction (F8) of those preparation after further purification by SEC (B). Three independent replicates of EVs were assayed (A, B and C). Absorbance values were relativized to the average of the controls. The t-test calculated the p value corresponding to the difference between untreated cells and EV/vesicular fraction (F3) cells (n=3).

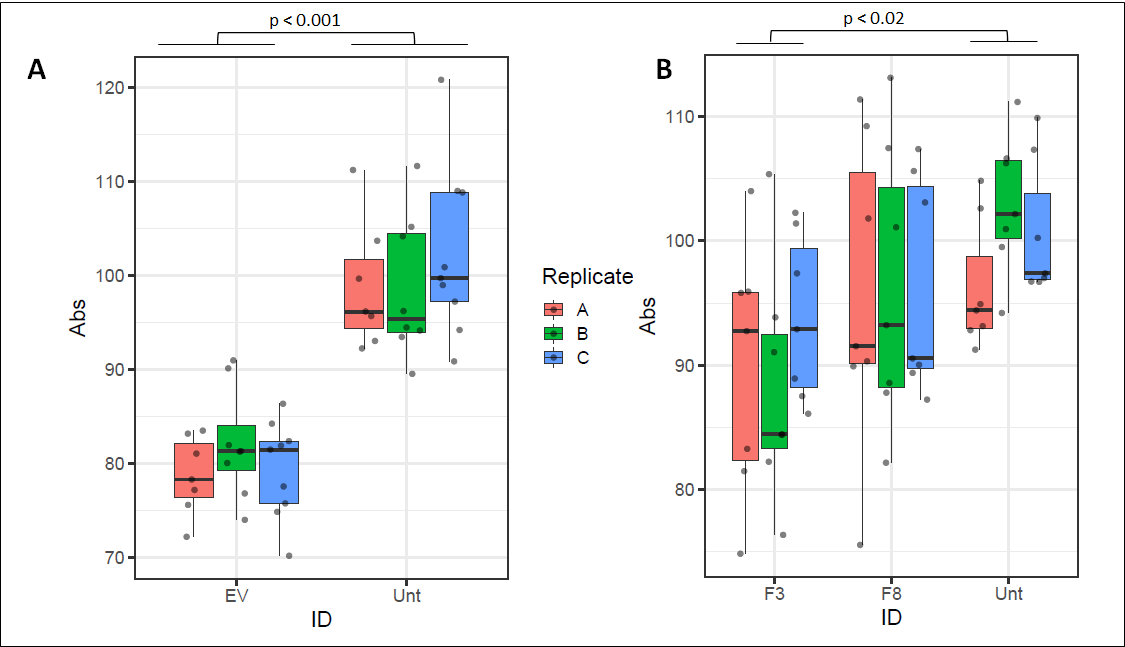

**Supplemental Figure 3.** **Changes in the transcription of 3T3-L1 cells induced by** **EV treatment** **measured by qPCR**. Cells were treated in the same conditions described for transcriptomic and proteomics assays with EV preparation isolated by ultracentrifugation (A) or by the vesicular fraction (F3) and protein fraction (F8) of those preparation after further purification by SEC (B). The statistic presented shows the p value corresponding to the difference between untreated cells and EV/vesicular fraction (F3) cells (n=3).

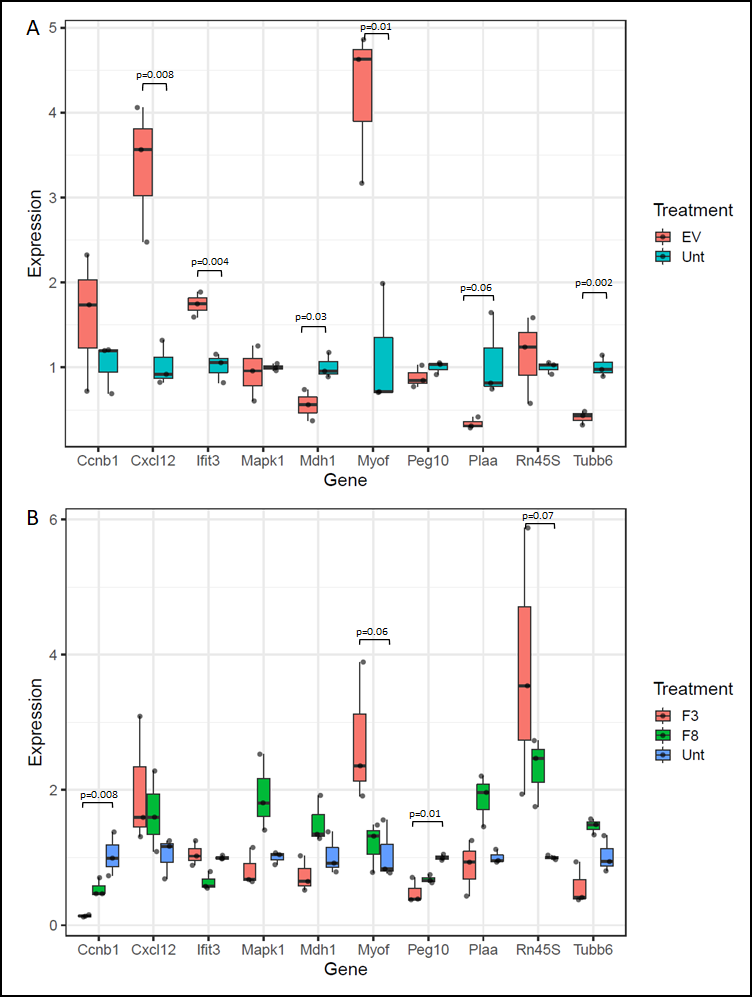

**Supplemental Table I**. Significative regulated transcripts, foldchange and adjusted p value.

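The table gives, for each transcript past the study's threshold, its Entrez identifier, its symbol, the log2 fold change of EV-treated over control fibroblasts and the adjusted p-value from the study's DESeq2 test on raw counts. It holds 45 transcripts, of which 9 have a positive and 36 a negative fold change. Of the 18 that could be tested on the counts used here, 9 moved in the direction the table gives, and without the filter on low counts this number was 17, now including transcripts with few counts. Of the 5 past an adjusted p of 0.05 in edgeR's quasi-likelihood test, 2 moved in the table's direction, Gm14440 and Zyx, and 3 moved against it. Gm13826, which the table gives as lower, had 1 count in EV library 2 and 0 in every other library. The table's value for Gm13826 cannot have come from the counts used here.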

| Gene_ID | hgnc_symbol | log2FC_EV *vs* NOEV | padj |
| --- | --- | --- | --- |
| 20315 | Cxcl12 | 0.17 | 0.0007 |
| 15959 | Ifit3 | 0.19 | 0.0011 |
| 667370 | I830012O16Rik | 0.18 | 0.0047 |
| 100503353 | Gm14440 | 0.16 | 0.0269 |
| 13999 | Gm14288 | 0.16 | 0.0269 |
| 628308 | Gm14420 | 0.15 | 0.0307 |
| 13170 | Dbp | 0.21 | 0.0307 |
| 626877 | Gm14405 | 0.20 | 0.0455 |
| 20422 | Shfm1 | 0.16 | 0.0459 |
| 100503203 | Gm19592 | -0.59 | 3.55E-25 |
| 100503665 | Gm19820 | -0.42 | 3.43E-11 |
| 100503279 | NA | -0.37 | 3.43E-11 |
| 19225 | Ptgs2 | -0.33 | 4.72E-06 |
| 100861862 | NA | -0.28 | 1.63E-05 |
| 18787 | Serpine1 | -0.27 | 1.63E-05 |
| 68612 | Ube2c | -0.27 | 2.76E-05 |
| 100503344 | Gm19645 | -0.24 | 1.32E-05 |
| 100568459 | Bc1 | -0.24 | 0.0071 |
| 664799 | Ctcfl | -0.24 | 0.0083 |
| 21923 | Tnc | -0.24 | 0.0000 |
| 667035 | Gm8430 | -0.23 | 0.0003 |
| 20807 | Srf | -0.23 | 0.0003 |
| 67603 | Dusp6 | -0.23 | 0.0189 |
| 170676 | Peg10 | -0.22 | 0.0015 |
| 100861897 | NA | -0.22 | 0.0000 |
| 100502641 | Gm17511 | -0.22 | 0.0082 |
| 22793 | Zyx | -0.21 | 0.0004 |
| 268697 | Ccnb1 | -0.21 | 0.0043 |
| 24064 | Spry2 | -0.21 | 0.0455 |
| 243382 | Ppm1k | -0.21 | 0.0071 |
| 100503298 | Gm19631 | -0.20 | 0.0000 |
| 666899 | Gm12191 | -0.20 | 0.0082 |
| 100502827 | Gm19400 | -0.19 | 0.0003 |
| 100503054 | Gm19528 | -0.19 | 0.0002 |
| 233406 | Prc1 | -0.19 | 0.0213 |
| 100502825 | Gm13826 | -0.18 | 0.0232 |
| 320878 | Mical2 | -0.18 | 0.0307 |
| 52668 | Ifi27 | -0.17 | 0.0162 |
| 14235 | Foxm1 | -0.17 | 0.0360 |
| 67951 | Tubb6 | -0.17 | 0.0079 |
| 100504337 | Gm20181 | -0.16 | 0.0004 |
| 100861649 | NA | -0.16 | 0.0018 |
| 12235 | Bub1 | -0.16 | 0.0473 |
| 100861991 | NA | -0.15 | 0.0002 |
| 381438 | Gm5148 | -0.14 | 0.0069 |

**Supplemental Table 2.** Significative regulated proteins,

How the deposited data were processed for this re-analysis (not part of the article)

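RNA-seq libraries of 3T3-L1 fibroblasts treated for 24 h with EVs of MLP29 cells (3 libraries, numbered 1, 2 and 4) or with a control preparation (3 libraries, numbered 1, 2 and 3) were analysed. Sample identities came from the sample labels and the paper's methods. The authors checked the reads with FASTQC, aligned them to mm10 with STAR, counted them on genes with Rsubread and deposited raw counts per gene, with whole-number values, no normalization and 1 column per library. The versions of these tools, the annotation release, and the handling of strand and of reads that match several places are not named in the paper's text. Reads, the proteomics data and the qPCR data were not analysed here.

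The count table held 23725 genes by Entrez identifier and no line without a gene. Of the identifiers, 99.8% had a symbol in the RefSeq annotation of GRCm38, the assembly also named mm10, from which coordinates were taken, and 88.7% matched the GENCODE vM21 annotation of the same assembly. That annotation was used to find genes with an exon overlapped by an exon of another gene on the opposite strand, as well as exon length and GC content. The library totals were between 508599 and 665465 counts, so that a gene with 3 counts or fewer in every library was treated as at the floor and given no fold change.

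Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, estimateDisp, glmQLFit and glmQLFTest), without covariates, and p-values were adjusted by the Benjamini-Hochberg method over the 5066 genes tested. The threshold was an adjusted p of 0.05. Normalized CPM use the TMM factors. Standard errors are the log2 fold change divided by the square root of the F statistic. Lists of genes for cellular processes and the upregulated and downregulated proteins of Supplementary Table 2 were tested with camera from limma 3.58.1 with a preset correlation of 0.01, two-sided, and adjusted over the lists tested. The lists for ATP hydrolysis (4 genes tested) and for liver markers of the EV donor cells (1 gene tested) had fewer than 5 genes and were left out of the test. The lists and the rule for the genes named in the text were fixed before the data were examined. Not all of them are reported here. The rule took every transcript named in the paper's text, Table 1, Table 3 or Supplementary Table 1, the genes assayed by qPCR, Cxcl2, and the 5 with the lowest adjusted p in each direction among those whose EV and control libraries did not overlap. Genes used to describe the strand of the counts were chosen after their values were seen.

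The alternatives were DESeq2's size factors or the total library size in place of TMM, the Wald test of DESeq2 1.42.0 with and without shrunken fold changes, no filter or at least 10 counts in every library, the legacy and the robust quasi-likelihood fits, the replicate number as a block, and each library left out in turn. With the block, control library 3 and EV library 4 share no number with the other group and do not enter the comparison. For gene lists the alternatives were an estimated correlation, fry, and the lists without the study's 45 transcripts. Separate fits of genes with and without an opposite-strand overlap were added after the data were seen. The fits were tested on simulated data, in which 200 genes were changed by known folds. Of the 180 changed genes that reached the test among 4785, edgeR recovered 87.8% with 3.66% of its calls false, and DESeq2 recovered 73.9%. The simulated folds were large and of random sign, and every gene had the same dispersion. These rates therefore do not carry over to small changes, to a shift of many genes in 1 direction or to the calls made here. Replicates of a group differed by more than the sampling noise in every pair (chi-square per degree of freedom between 1.21 and 2.04), so that none was counted as a duplicate.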

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

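The main fit, the count of splits and the fits with only the total library size or without a control library were set beforehand. The other tests in this part were chosen after the result was seen. The paper does not discuss genes outside its 45 transcripts, and 387 such genes had higher counts in the EV libraries at an adjusted p of 0.05. With only the total library size as the scaling, 90 genes in all were higher, and it was 75 without control library 2 and 132 without control library 1. Of the 322 of the 387 that matched the GENCODE annotation, 79.5% had an exon overlapped by a gene on the opposite strand, against 44.04% of the tested genes and 27.3% of the genes with lower counts. With each class of genes scaled on its own, the order was the opposite, with 86 higher genes among 2063 tested genes with an overlap and 225 among 2580 without one. Scaling each class on its own brings the median log2 fold changes of the classes together (0.018 with an overlap, -0.023 without). It thereby takes out any shift common to the overlapped genes. These counts therefore cannot decide whether the higher genes hold reads of overlapping transcripts, which stays open. A rise of the listed transcripts after EV treatment was not tested and stays open as well. Actn2, for example, with 10 to 20 counts in the control libraries and 31 to 55 in the EV libraries, has no such overlap.

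Among the 10 splits of the 6 libraries into groups of 3, only the real one gave as many as 1121 genes past the threshold (1 of 10 splits). The other splits gave 0 genes, with between 45 and 212 at an unadjusted p below 0.05, against 1835 in the real split. With 3 libraries against 3 the share cannot fall below 1 of 10, so chance cannot be excluded by this count alone. No single library was tested as an outlier. Leaving a library out moved the number of genes past the threshold, from 489 without control library 2 to 1215 without control library 3.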

How the results depend on the processing

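The number of regulated genes was 1121 and stayed within 1.5 times under DESeq2's size factors, the total library size, no filter, the legacy and robust fits and the replicate block. It was 512 with the DESeq2 Wald test, 527 with shrunken fold changes (betaPrior) and 632 among genes with at least 10 counts in every library, where fewer genes (3613) were tested. Of the 512 genes, 511 were also among the 1121. Without control library 1 it was 732. It lay between 489 and 1215 across the 6 fits that each left out one library, with the lowest value without control library 2. Fits made after the data were seen gave 329 regulated genes (86 higher, 243 lower) among genes with an opposite-strand overlap and 541 (225 higher, 316 lower) among genes without one.

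Higher genes numbered 389 and were 90 with the total library size, 220 with the DESeq2 Wald test, 223 with betaPrior and 145 with at least 10 counts in every library, and between 75 (without control library 2, with 132 without control library 1) and 428 with one library left out. Lower genes numbered 732 and were 292, 304 and 487 in the last 3 of these fits, and between 414 and 837 with one library left out. The share of higher genes among the calls was 34.7%, and 8.49% with the total library size, 39.2% with DESeq2's size factors, 22.9% with at least 10 counts in every library and 42.97% with the DESeq2 Wald test. Apart from these fits' own construction (fewer genes or libraries), the cause was not tested.

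Of the study's transcripts 5 were called, 3 with at least 10 counts in every library, and between 3 and 6 with one library left out (3 without control library 2). In the study's direction were 9, and 17 without the filter, where more of them have a value. Of the transcripts of regulated proteins 41 were called, 23 with either DESeq2 test, 27 with at least 10 counts in every library, and between 27 and 39 with one library left out (27 without control library 2). Of 15 gene lists 12 passed, 0 with the correlation estimated (6 at an unadjusted p below 0.05) and 7 with at least 10 counts in every library, and 12 in each fit without one library, where up to 16 lists could be tested.

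The replicate numbers 1 and 2 occur in both groups. Deviations of same-numbered libraries correlated at 0.071 and 0.063, against -0.10 to 0.055 for the other combinations, so that with only 2 shared numbers a pairing was not shown. With the replicate block, where the comparison rests only on these 2 shared numbers, 1119 genes were called. Of these, 918 were also called without it, and 10 of the 15 lists passed.

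Directions reversed for genes near 0. With the total library size Ube2c was -0.035, Ctcfl -0.0063 and Ifi27 -0.091 (log2). Ifi27 was also -0.037 with at least 10 counts in every library, and between -0.20 and 0.21 with one library left out (negative without control library 1 or EV library 4). Prc1 was 0.048 without the filter, 0.027 with the block and between -0.12 and 0.091 with one library left out (positive without EV library 2 or EV library 4). The list of ERK feedback genes, with a median of -0.13, turned relative to the other genes with at least 10 counts in every library. Of the other values of named genes 380 did not change, 9 were weaker and 2 stronger. Of the lists' values 157 did not change, 19 were weaker and 3 stronger.

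Of the study's 30 transcripts in the count table, 12 had too few counts to be tested.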

Differences from the paper's values

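The paper reports 45 regulated transcripts, and 1121 genes passed the same threshold here. The paper reports 9 upregulated transcripts against 389 here. The paper's depth of 30 M reads compares with a median of 0.59 M counts per library in the table. None of the alternatives set before the data were examined closed the gap in the counts of transcripts, and the depth has no alternative.

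Log2 fold changes of several transcripts of Supplementary Table 1 differed. The paper gives 0.17 for Cxcl12, 0.19 for Ifit3 and 0.18 for I830012O16Rik (Ifit3b), where the values here were -0.59, -1.01 and -0.54. The paper gives -0.27 for Ube2c, -0.24 for Ctcfl, -0.21 for Ppm1k and -0.14 for Gm5148, where the values here were 0.10, 0.13, 0.17 and 0.36. For Zyx the paper's value is -0.21 and the value here was -1.80. None of the alternatives set before the data were examined closed the gap for these transcripts.

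For Gm14440 the paper's value is 0.16 and the value here was 0.35. With the total library size it was 0.21, within the replicate SD, and no other alternative came as close. For Tubb6 the paper's value is -0.17 and the value here was -0.48. It came within the SD with betaPrior (-0.37), without the filter (-0.40), without control library 2 (-0.42), without EV library 1 (-0.36) and without EV library 2 (-0.36). The other alternatives did not close the gap for either transcript.

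The values of Ifi27 and Gm14288 differed from the paper's in sign, by less than their replicate SD. For Ifi27 the paper's value is -0.17 and the value here was 0.045 (SD 0.40). The gap was within the SD under every alternative set before the data were examined that gave a value. The sign was the paper's with the total library size (-0.091), with at least 10 counts in every library (-0.037), without control library 1 (-0.20) and without EV library 4 (-0.052), and not under the other alternatives. For Gm14288 the paper's value is 0.16 and the value here was -0.39 (SD 0.71). No alternative set before the data were examined gave the paper's sign, and the closest was -0.0087 without control library 2. The gap exceeded the SD with the replicate block (-0.72), without control library 1 (-0.72) and without EV library 4 (-0.66).

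Of the study's 45 transcripts 5 were called here. Among the rest, the total library size called I830012O16Rik and the replicate block called Tubb6. Ppm1k and Gm14420 (now named Zfp970) passed the threshold among genes without an opposite-strand overlap, a fit chosen after seeing the values. Gm14440 and Ifit3 also passed in that fit, while Cxcl12, which has no such overlap, did not.

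The paper places Cxcl12 and Ifit3 as the transcripts that rose most, and both had lower counts in every EV library than in any control library. The paper's qPCR also gave a rise of both, against these counts. The paper names Ptgs2 as the protein-coding gene that fell most, and Ptgs2 had at most 2 counts in any library. Gm13826, which the paper lists as lower, had 1 count in EV library 2 and 0 in every other library. Without the filter on low counts, Ptgs2 and Gm13826 had an adjusted p of 0.73 and 0.608 from edgeR's quasi-likelihood test. The paper's values for these transcripts cannot have come from the counts used here. Gaps from the paper therefore need not lie in the test or the scaling. The paper reports genes of ribosome assembly as higher, from transcripts and proteins together, and all 79 tested genes of cytosolic ribosomal proteins had lower counts in the EV libraries. It reports some interferon-related molecules as higher, from transcripts and proteins, and the interferon list had a median log2 fold change of -0.54. It reports no shared items between regulated transcripts and proteins, and 41 transcripts of its regulated proteins were called here.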

Other observations

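The tests of library totals, of the 20 most counted genes left out and of GC content and exon length were set beforehand. So were the count of 47 pairs, the main fit and the alternatives with DESeq2's size factors, no filter or a library left out. The other tests in this part were chosen after the result was seen. The first pattern concerns the counts in general. Transcripts that every cell uses had few counts, while genes overlapped on the opposite strand had many. Overlapped genes held 63.8% of the counts of matched genes while being 24.8% of them, with a median total count of 32 against 4 for genes without an overlap. Low depth alone would leave ribosomal protein genes among the most counted genes, but 0 of 82 were among the top 100, and the best of them ranked 485. Genomic DNA in the libraries would give like counts per kilobase of exon to used and unused genes, but the median total was 196 for ribosomal protein genes and 0 for the 35 liver markers, of which 31 had at most 3 counts in any library and the highest, Spp1, had 124 in all. A candidate explanation is that reads were counted on the strand opposite to the transcript, so that a gene's count holds reads of whatever transcript overlaps it from the other side. Of the 100 most counted genes, 66 of the 83 that could be matched had such an overlap. A further test was not decisive. In pairs of a gene from the ribosomal, proteasome, carbon metabolism, splicing and vacuolar pump lists with the gene overlapping it, the listed gene had the lower count in 25 of 47 pairs (exact two-sided sign test, p = 0.771). Overlaps as short as 5 bases entered these pairs. The genes overlapping a listed gene had a median total count of 383, against 277 for the listed genes. Examples chosen after their values were seen are Cand2 with 10290 counts over Rpl32 with 786, and Plppr3 with 8892 over Ptbp1 with 116, and against it Snhg9 with 3 over Rps2 with 882.

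The second pattern is a fall of abundant genes in the EV libraries. Ribosomal protein genes had a median log2 fold change of -1.13, and the highest EV library lay 0.51 percentage points below the lowest control library in its share of counts on them, which a mislabelled library would not give. The fall stayed at -1.14 when every library was drawn down to 508599 counts, at -1.13 without the 20 most counted genes, at -1.11 with DESeq2's size factors, and at -0.98 after a trend on GC content and exon length was removed. The last of these tests argues against sequence content as the whole cause. The others change little beyond the scaling, which moves all genes of a library alike, so they could hardly have moved the fall. The gap between ribosomal protein genes and overlapped genes was -1.27 with TMM, with DESeq2's size factors and with the total library size. Scaling therefore cannot account for this gap. A scaling error common to these methods, which would shift the fall itself, is not excluded. As far as the strand is reversed, the genes overlapping abundant transcripts hold the reads of those transcripts. Their median log2 fold change was 0.19, near the 0.13 of all overlapped genes, and in 26 of 31 pairs the listed gene fell more than the gene overlapping it. In a fit of only the genes with 1 overlapping protein-coding gene, the genes overlapping ribosomal protein genes had a median of -0.048 (4 of 6 lower), those overlapping splicing genes -0.00090 (5 of 7 lower), those overlapping genes of carbon metabolism -0.26 (5 of 8 lower) and those overlapping genes of ribosome biogenesis 0.061 (6 of 13 lower). None of these lists passed an adjusted p of 0.05, and none had an unadjusted p below 0.05. A fall of the transcripts themselves stays open, since these values rest on few genes and on the strand being reversed. It also stays open whether fewer reads on the wrong strand in the EV libraries may account for the fall. Tested genes without an overlap had a median 0.35 below those with one (difference -0.35), but lists of abundant genes did not fall alike, with -0.30 for the proteasome (-0.52 to -0.30 with one library left out, the lowest without control library 3) and -1.13 for ribosomal proteins (-1.21 to -0.91). This explanation and an effect of the EVs on transcription from the other strand cannot be told apart here, because no value separates them. The paper's text and the sample labels name no batch of library preparation.

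Of the study's transcripts, 4 overlap another gene of the table on the opposite strand. If that gene's count is read as the study's transcript, 2 of the 3 with enough counts moved in the study's direction, too few to tell. Sphk2, which shares 539 bases with Dbp and also overlaps Rpl18, was higher in the EV libraries (log2 fold change 0.62), as the study reports for Dbp. Epha1, over Zyx, had a log2 fold change of -0.12 (adjusted p = 0.592), and Tnnc2, over Ube2c, was higher (0.80, adjusted p = 0.14), each from edgeR.

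The study measured several transcripts by qPCR, and reports a rise of Cxcl12 and Ifit3 and a fall of Tubb6. The counts of Cxcl12 and Ifit3 moved against that qPCR. Those of Tubb6 moved with it, without passing the threshold in the main fit. In the RNA-seq counts Myof fell by 0.90 on the log2 scale (97, 121 and 99 counts in the control libraries, 36, 58 and 54 in the EV libraries, adjusted p = 7.26e-05 from edgeR), while the study's qPCR gave a rise. Plaa had 11 to 12 counts in the control libraries and 5 to 13 in the EV libraries (adjusted p = 0.624). Mdh1 had 9, 13 and 13 counts against 0, 8 and 4, too few for the filter. Without the filter its log2 fold change was -1.23 (adjusted p = 0.116 from edgeR), the direction of the study's qPCR. Of the 5 fits set beforehand that gave Mdh1 a value, it passed the threshold in 1, the fit without EV library 2. Of 2 fits of overlapped genes chosen after the data were seen, Mdh1 passed in 1 and had an adjusted p of 0.0503 in the other. Of the 35 liver markers of the EV donor cells, 1 could be tested, so these counts cannot show whether RNA was carried over with the EVs.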
